A study of Corynebacterium glutamicum with 6 samples. Its data were reported in "HrrSA orchestrates a systemic response to heme and determines prioritization of terminal cytochrome oxidase expression" (2020).

How the data were processed

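The binding of HrrA to DNA was measured in *Corynebacterium glutamicum*, a Gram-positive soil bacterium that can use heme as its iron source. HrrA is the response regulator of the heme-responsive HrrSA system, and here it carried a twin-Strep tag. In ChAP-Seq (chromatin affinity purification and sequencing) the tagged protein is purified together with the DNA bound to it, and this DNA is sequenced. The 6 samples were taken before hemin was added (0 h), early afterwards (0.5, 2 and 4 h) and late (9 and 24 h). Each time point had 1 library. The labels list 4 µM heme for every sample, including the one whose title places it before the addition, so the time in the title was used.

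According to the methods of the study, reads were trimmed in CLC Genomics Workbench and mapped to the *C. glutamicum* reference chromosome. The coverage was then convolved with a Gaussian kernel, and local maxima whose convolution score lay far in the right tail of all scores were kept as peaks. Peaks were called in each library alone and libraries were not pooled. The deposited lists give the start, end and maximum of every peak together with a score, which is the authors' own value. The score has 1 decimal and starts at 2 in every list, and its definition is not given in the sources used here. It is not the normalised peak intensity of the study. Whether scores of separate libraries share a scale was therefore not established, and a score was used only to describe, rank or filter peaks within its list, to correlate lists, or after centring on the paired peaks. The strand entry was the same for every peak and was not used. The lists hold no read counts, so the depth of each single library is unknown. A list from a deeper library may hold more weak peaks.

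Positions were counted from 1 on the chromosome, assuming that the lists count starts and maxima from 0. Genes came from assembly ASM1132v1 of the same chromosome, with 3079 genes, 625 of them with a symbol. This annotation was used without strand, so a gene start could not be told from a gene end. The share of peaks near a gene start, with its windows, was replaced by the share of peak maxima outside annotated genes. The chromosome length was taken as the largest end of any gene or peak, and 12.3% of it lay outside genes. Motif and base composition were not analysed here.

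A peak was called shared when the other list had a maximum within 50 bp, and it was paired with the highest such peak. Shares are given with 95% Wilson intervals, which cover counting error only. They say nothing about the variation between cultures. Chance sharing was the mean over 10000 random rotations of the positions around the chromosome. Pearson and Spearman coefficients are across peaks, which are not independent replicates, and no p-values were computed. Regions were formed by joining the maxima of all lists lying within 50 bp of each other. Changes between consecutive time points are log2 score ratios minus the median ratio of the paired peaks, counted when beyond 2-fold. A scale factor between lists drops out of these values, but a bent scale would not.

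Before the data were examined, the named peaks were set to be those at 30 genes the study names as targets, the 5 highest scores of each list, and the 5 largest rises and falls from 0 to 0.5 h among paired peaks. Of the 30 genes, 8 were found by symbol. The gene annotated as murA lies elsewhere on the chromosome than the locus order in the study places its murA, so it was left out, which left 7 genes. The rest were not named. Genes without a matching symbol, ctaE and hmuO among them, may still have peaks that are given here by locus tag only. Both ends of a gene were searched, from 800 bp outside to 200 bp inside. The regions called in all 6 lists were added after the values were seen.

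The planned ratio of mean scores to 0 h, with all its alternatives, was not run because the scores have no established common scale. For the same reason the smallest fold from counting error, the subtraction of 1 from the scores and the time point of the highest score were not used. The alternatives covered pairing by 25 bp, 100 bp or interval overlap, joining within 200 bp, score minimums, log2 and rank correlation, removal of the 3 highest pairs, and another centring. The pairing was tested on simulated lists of the sizes at 0.5 and 2 h. In 20 simulations with 200 shared sites, 100% of these sites were recovered and 2.03% of the other peaks were paired, beside 1.94% from rotation. The recovery applies only to the scatter of maxima put into the simulation. It does not give the share of real sites that the pairing finds. In the real lists, sharing of 0 with 0.5 h fell from 14.0 to 9.09% with 25 bp and rose to 23.4% with interval overlap. At hemE the maximum at 0 h was offset by -44 bp from that at 0.5 h. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.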

Results

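To follow HrrA binding around a hemin pulse, peaks were listed for 6 ChAP-Seq libraries of *C. glutamicum* taken at 0 h, which is before the addition, and at 5 later times up to 24 h. With 1 library per time point there were no replicates, so no difference between time points could be set against the variation between cultures. The sequencing depth of each single library is unknown.

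The list at 0 h held 286 peaks. At 0.5 h the list held 641 peaks and at 2 h 644 peaks, followed by 536 at 4 h, 364 at 9 h and 300 at 24 h. The median interval was 303.5 bp wide at 0 h, 293 bp at 0.5 h and 256 bp at 2 h. The authors' peak scores ranged from 2 to 88.1 at 0 h, with a median of 2.4. At 0.5 h the median was 3.4 and the highest score 1964.7. The highest scores were 871.6 at 2 h, 635.4 at 4 h, 98.1 at 9 h and 12.1 at 24 h. A score of at least 5 moved the counts most at 0, 9 and 24 h, where it left 13, 20 and 5 peaks. A maximum outside annotated genes moved them most at 0.5, 2 and 4 h, where it left 130, 139 and 120 peaks. The first setting applies 1 threshold to lists whose scores may differ in scale.

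**Figure D1:**
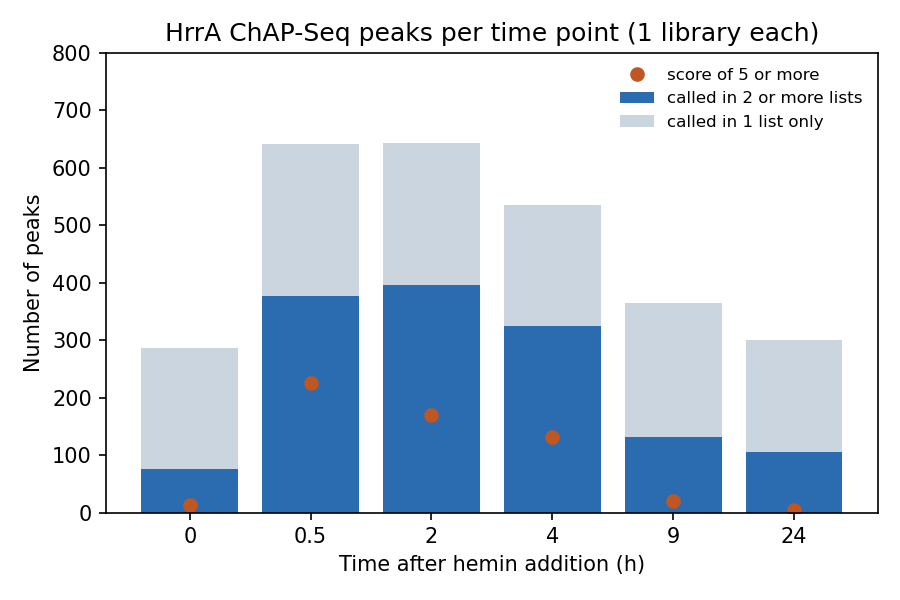
Number of HrrA peaks (vertical axis) at each time after hemin addition in hours (horizontal axis, 1 library each), with blue for peaks called in 2 or more lists, grey for peaks called in 1 list and points for peaks with a score of 5 or more in their own list. The lists at 0.5 and 2 h are the longest, with 641 and 644 peaks, and 264 and 248 of these were called in 1 list.

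Many peaks had no partner in another list. At 0 h 73.4% of the peaks (95% interval 68.0 to 78.2) were called in that list alone, and at 0.5 h 41.2% (37.4 to 45.0). This share was 38.5% at 2 h, 39.6% at 4 h, 64.0% at 9 h and 64.7% at 24 h. The peaks of 1 list had low scores, with a maximum of 8.8 at 2 h and at most 6 in each other list.

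Sharing between time points was compared next. Of the peaks at 0.5 h, 325 had a partner at 2 h, or 50.7% (46.8 to 54.6), beside 1.97% from random rotation. A partner at 4 h was found for 38.7% of the peaks at 0.5 h and for 39.1% of those at 2 h. Only 8.74% of the peaks at 0.5 h had a partner at 9 h and 5.30% at 24 h. Of the peaks at 0 h, 14.0% (10.4 to 18.5) had a partner at 0.5 h and 12.6% at 9 h, and 12.1% of the peaks at 9 h had one at 24 h. Except for 0.5 with 24 h, the setting that moved these shares most was a score of at least 5 in the first list, under which 100% of the peaks at 0 h had a partner at 0.5 h. The share of 0.5 with 24 h moved most with interval overlap, to 10.8%.

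**Figure D2:**
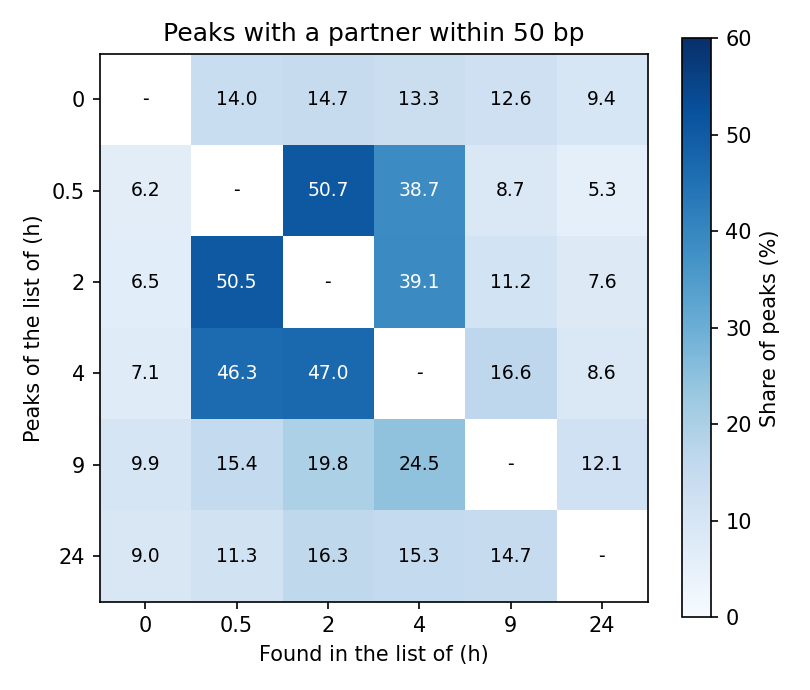
Share of the peaks of each list (vertical axis, time in hours) with a maximum of another list (horizontal axis, time in hours) within 50 bp, in percent, shown by colour and printed in each field. The lists at 0.5, 2 and 4 h share the most peaks, with 50.7% of the peaks at 0.5 h found at 2 h.

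Within the list at 0.5 h the share recovered at 2 h rose with the score. It was 15.3% (11.4 to 20.1) for scores from 2 to under 3, 44.4% (36.8 to 52.4) from 3 to under 5 and 90.6% (83.1 to 95) from 5 to under 10. All 130 peaks with a score of 10 or more were found at 2 h and 128 of them at 4 h. In contrast, 32 of these 130 peaks were called at 9 h, 20 at 0 h and 5 at 24 h. Each of the 13 peaks at 0 h with a score of 5 or more had a partner at 0.5, 2, 4 and 9 h.

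Joining the lists gave 1867 regions, of which 1361 (72.9%) were called at 1 time point. Another 221 regions were called at 2 time points, 213 at 3, 40 at 4, 24 at 5 and 8 at all 6. The most frequent pattern over more than 1 time point was a call at 0.5, 2 and 4 h and at no other, found for 171 regions. A minimum score of 3 left 640 regions, of which 346 were called in 1 list, 138 at 0.5, 2 and 4 h alone and 2 in all 6 lists.

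Scores of paired peaks were correlated across peaks for all 15 pairs of time points. Pearson's r was 0.965 between 0.5 and 2 h (325 pairs), 0.990 between 0.5 and 4 h (248 pairs) and 0.974 between 2 and 4 h (252 pairs). Spearman's rho was 0.870, 0.858 and 0.880 for the same pairs. Between 0 and 9 h r was 0.963 and rho 0.864 (36 pairs). Between 0 and 0.5 h r was 0.307 and rho 0.752 (40 pairs), and without the 3 highest pairs r was 0.675. Between 0 and 24 h r was 0.882 over 27 pairs, but without the 3 highest pairs it was -0.17, so this value rested on these 3 peaks.

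The relative change of paired peaks was then counted between consecutive time points, beside the median change. From 0 to 0.5 h, 19 of 40 paired peaks lay more than 2-fold above the median change and 11 more than 2-fold below it, with an SD of 2.46 on the log2 scale. The SD was 0.58 from 0.5 to 2 h, with 14 peaks above and 17 below among 325 pairs. From 2 to 4 h 13 of 252 pairs lay above and 2 below. From 4 to 9 h 3 of 89 pairs lay above and 25 below, and from 9 to 24 h 0 of 44 lay above and 3 below. The lists hold no score under 2, so a peak below the median change need not have fallen. A fall under 2 would not be seen. The split between higher and lower peaks depended on the centring. On the 8 regions called in all lists, the split was 19 above and 3 below from 0 to 0.5 h, 3 above and 23 below from 0.5 to 2 h, and 1 above and 25 below from 2 to 4 h.

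Individual regions are given with the interval at 0.5 h on the chromosome (assembly ASM1132v1) unless another time is named. The scores of each region are those of separate lists and their sizes are not compared. The highest peak at 0, 9 and 24 h, and the second highest at 0.5, 2 and 4 h, lay at 2326031 to 2326344 between the genes NCgl2112 and NCgl2114. Its score was 88.1 at 0 h, 707.8 at 0.5 h, 501.7 at 2 h, 201.1 at 4 h, 98.1 at 9 h and 12.1 at 24 h. The highest peak at 0.5, 2 and 4 h, at 2010281 to 2010581, had its maximum inside NCgl1834 and 198 bp from ppgK (NCgl1835). It scored 1964.7, 871.6 and 635.4 at these times, 4.6 at 0 h and 4.7 at 9 h, and was not called at 24 h. The peak after these 2 in rank at 0.5, 2 and 4 h lay at 2142674 to 2142981 between NCgl1952 and dprA (NCgl1953), with a score of 550.8 at 0.5 h. The peak at 459801 to 460104, 67 bp from hemE (NCgl0420), came next in these lists, with scores of 393.7, 315.9 and 160.4.

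Among the other named targets, the peak between ctaD (NCgl2437) and nrdF (NCgl2438) at 2672983 to 2673288 was called in all 6 lists, with scores of 10.6, 256, 215.8, 110, 30.9 and 5.3 in time order. The peak between ramB (NCgl0358) and NCgl0359 at 392271 to 392574 scored 266.7 at 0.5 h and 15.9 at 9 h and was not called at 24 h. The peak at 2001195 to 2001490, 128 bp from hemQ (NCgl1824), scored 2.6 at 0 h and 132.6 at 0.5 h. The peak 82 bp from ramA (NCgl2472), at 2721190 to 2721449, was called from 0.5 to 9 h with scores of 4.3 to 7.3. A peak 407 bp from amtR (NCgl0829), at 923334 to 923629, was called at 0.5, 2 and 4 h with scores of 5.5, 2 and 2.3. The search at this gene also found separate peaks at 0 h (score 2.5) and 24 h (score 2.5). Their maxima were offset by -1271 and 179 bp from that of the peak at 0.5 h.

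Further peaks among the 5 highest of a list were found at 1001110 to 1001413 between NCgl0907 and NCgl0908 (326.5 at 0.5 h), at 1581502 to 1581799 between NCgl1443 and NCgl1444 (175 at 0.5 h) and at 1203674 to 1203956 between NCgl1104 and NCgl1105 (26.6 at 9 h). At 24 h the scores below the highest peak were low. The next 3 belonged to a peak at 861372 to 861680, 197 bp from the rRNA gene rrf and 53 bp from NCgl0780 (5.9), a peak between NCgl2400 and NCgl2401 (5.5; interval 2632379 to 2632677 at 0 h) and a peak inside NCgl2761 at 3048089 to 3048335 (5.4).

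The largest relative rises from 0 to 0.5 h, as log2 values above the median change, were those near ppgK (7.17), dprA (5.33) and hemE (5.13), inside NCgl0386 at 419971 to 420267 (4.53) and near hemQ (4.10). The lowest relative values were -2.13 between rsmP (NCgl2848) and CGL_RS14685, -1.83 inside NCgl0484, -1.69 inside metH (NCgl1450), -1.63 inside NCgl1863 and -1.45 inside NCgl0864. All of these lay near the lowest listed score of 2. Their scores were 2.3 to 3.4 at 0 h and 2.3 to 2.5 at 0.5 h. They stayed below the median change, but a loss of binding is not shown. The region inside NCgl0864 was called in all 6 lists with scores from 2.3 to 3.8. Of the 8 regions in all 6 lists, 5 had no score above 5.2. The remaining 3 were the regions beside NCgl2112 and ctaD and 1 at 1622807 to 1623105 between NCgl1479 and NCgl1480.

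The position of the peak maxima relative to genes was compared with random rotations, which placed 12.3% of maxima outside genes. The observed share was 20.3% (16.0 to 25.3) at 0 h, 20.3% at 0.5 h, 21.6% at 2 h, 22.4% at 4 h and 22.3% at 9 h. At 24 h it was 15.3%, inside the range of 95% of rotations (8.67 to 16.0%). A score of at least 5 moved these shares most, to 92.3% at 0 h and 31.9% at 0.5 h. Peaks called in 1 list lay outside genes in 10.2% of 1361 cases (8.71 to 11.9) and the 506 regions called in 2 or more lists, each counted once, in 26.9% (23.2 to 30.9).

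**Figure D3:**
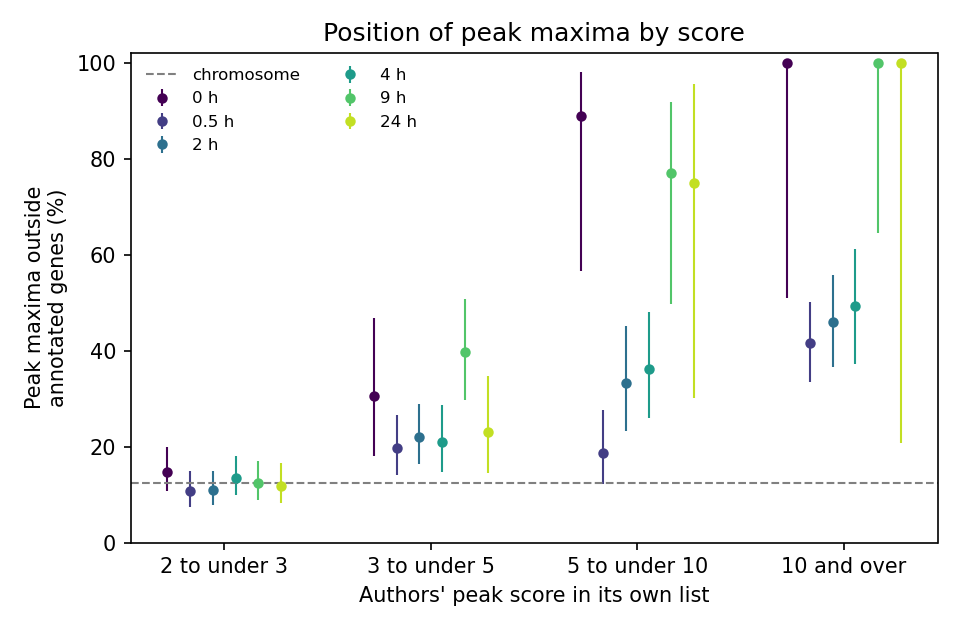
Share of peak maxima outside annotated genes in percent (vertical axis) by the authors' score within each list (horizontal axis), with a colour per time point, 95% Wilson intervals as bars and the share of the chromosome outside genes, 12.3%, as a dashed line. At scores from 2 to under 3 the shares lie between 10.7 and 14.8%, near the dashed line.

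Along the chromosome, peaks called in 1 list at 0 h were spread evenly, with 49.0% (42.4 to 55.8) in the 50% of the chromosome nearest to its start. This share was 53.8% at 0.5 h, 75.4% (69.7 to 80.3) at 2 h, 70.3% (63.8 to 76.0) at 4 h, 58.8% at 9 h and 50.5% at 24 h. For peaks called in 2 or more lists it was 56.6% (45.4 to 67.1) at 0 h, 53.8% (48.8 to 58.8) at 0.5 h, 58.6% (53.7 to 63.3) at 2 h, 60.5% (55.1 to 65.7) at 4 h, 66.4% (58.0 to 73.9) at 9 h and 60.4% (50.9 to 69.2) at 24 h. For peaks with a score of 5 or more it was 53.8% at 2 h and 54.5% at 4 h.

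**Figure D4:**
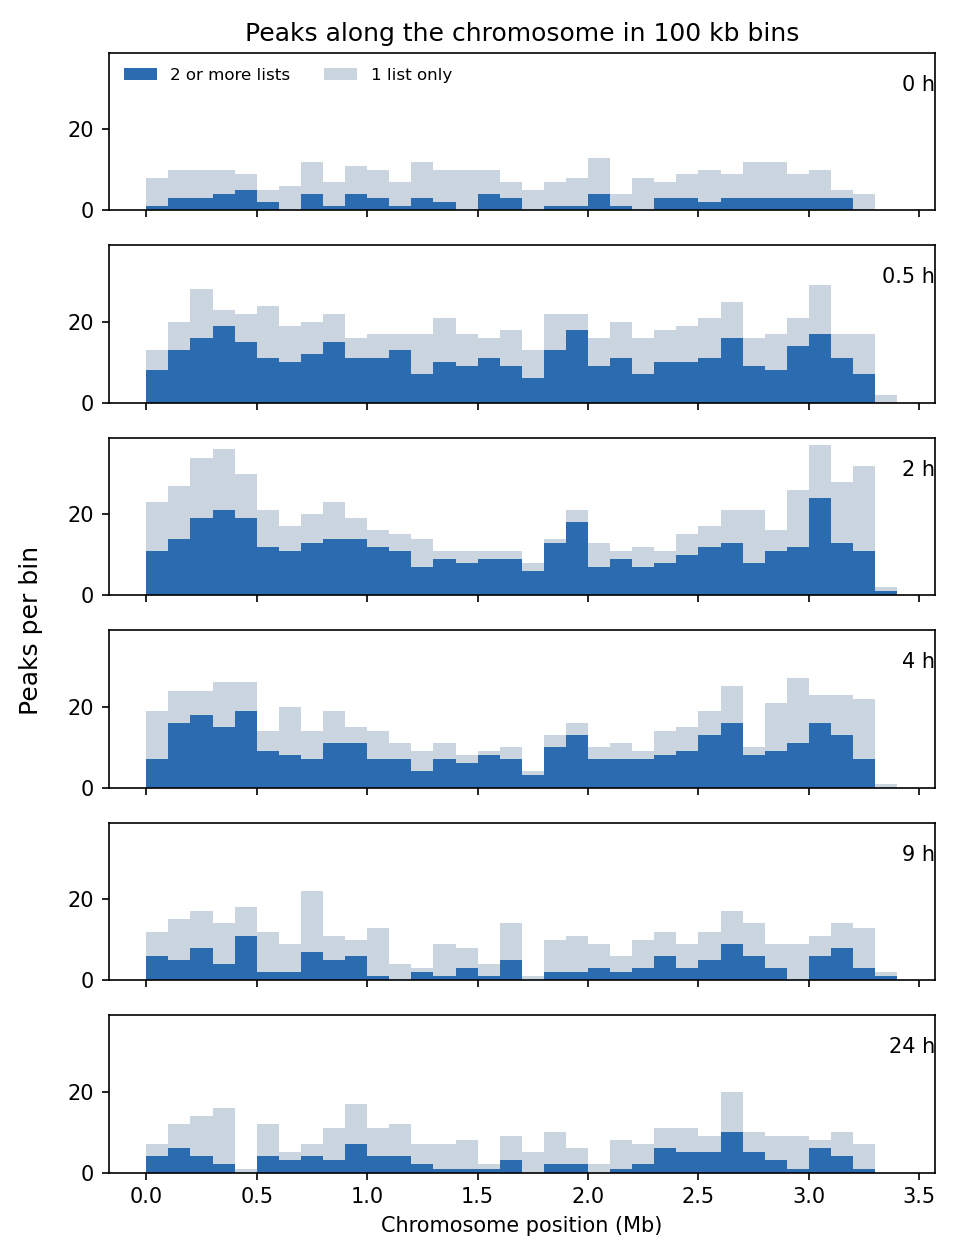
Number of peaks per 100 kb of chromosome (vertical axis) along the position in Mb (horizontal axis) at each time point, with blue for peaks called in 2 or more lists and grey for peaks called in 1 list. At 2 and 4 h the grey bars are higher toward both ends of the map, which join at the start of the circular chromosome, and 75.4% and 70.3% of the peaks of 1 list lie in its nearest 50%.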

Values the study reported

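The study reported its highest number of peaks at 0.5 h, where 199 met its limits on the distance to a transcription start site. A peak had to lie less than 800 bp from a start site downstream of it, or less than 200 bp from a start site upstream of it. Before hemin addition it counted 15 peaks with an enrichment above 2-fold. At 0.5 h it gave enrichments of 5-fold for *hmuO*, 54-fold for *hemE* and 105-fold for *ctaE*. The average peak intensity at 0.5 h was put at about 2.5-fold that before the addition. The average library was given as 1.14M reads.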

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

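Some settings were chosen after the data were seen. These were a score of at least 3 or 5, the number of lists and the position of a peak. Also chosen then were the joining of maxima into regions, within 50 or 100 bp, and the share outside genes. The centring on the median of the paired peaks was likewise chosen then. The other settings were planned. Leaving out a score of at least 2, which removes no peak, and the scores of single regions, there were 158 alternative values. Of these, 41 stayed within 1.5 times a count or within the interval of a share or coefficient, 116 moved and 1 changed sign. The interval of a coefficient was a Fisher interval of Pearson's r, which treats peaks as independent. The r of log2 scores (14 of 15 moved) and rho (15 of 15 moved) were held against it although they are other statistics. The tally is thus a rough guide only. No paired analysis was possible because each time point has 1 library.

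Joining peaks within 200 bp left every count of peaks in range. Stricter subsets lowered the counts by their construction. In time order, 13, 226, 169, 132, 20 and 5 peaks had a score of at least 5, 58, 130, 139, 120, 81 and 46 had the maximum outside genes, 76, 377, 396, 324, 131 and 106 were called in 2 or more lists, and 140, 296, 225, 191, 140 and 138 lay in the 50% of the chromosome away from its start. The longest list was that at 0.5 h with a score of at least 5 and in the distant 50%, and that at 2 h in the other subsets.

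Sharing is given in the order 0 with 0.5, 0 with 9, 0.5 with 2, 0.5 with 4, 2 with 4, 0.5 with 9, 0.5 with 24 and 9 with 24 h. With 25 bp the shares were 9.09, 7.69, 43.1, 30.9, 28.9, 6.08, 2.81 and 9.07%. With overlapping intervals they were 23.4, 18.5, 55.2, 43.8, 45.0, 15.1, 10.8 and 16.8%. With 100 bp only 2 with 4 h (43.2%) and 0.5 with 9 h (11.5%) left their interval. For peaks with a score of at least 5 in the first list, the shares were 100, 100, 96.0, 84.5, 94.1, 16.8 and 25%, leaving out 0.5 with 24 h, which stayed in its interval.

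The correlations depended on the few highest peaks. Between 0 h and each later time in order, r of log2 scores was 0.690, 0.708, 0.684, 0.908 and 0.648, and rho 0.752, 0.803, 0.778, 0.864 and 0.176. From 0.5 h to 2, 4, 9 and 24 h, r of log2 scores was 0.943, 0.931, 0.679 and 0.562, and rho 0.870, 0.858, 0.719 and 0.330. From 2 h to 4, 9 and 24 h, these were 0.954, 0.715 and 0.584, and rho 0.880, 0.723 and 0.609. From 4 h to 9 h r of log2 scores was 0.696 and rho 0.681, from 4 to 24 h rho was 0.517, and from 9 to 24 h r of log2 scores was 0.681 and rho 0.490. Without the 3 highest pairs, r from 0 h was 0.675 to 0.5 h, 0.643 to 4 h, 0.820 to 9 h and, with a changed sign, -0.17 to 24 h. From 0.5 h it was 0.974 to 2 h, 0.975 to 4 h, 0.561 to 9 h and 0.115 to 24 h. It was 0.988 from 2 to 4 h, 0.219 from 2 to 24 h, 0.607 from 4 to 9 h, 0.329 from 4 to 24 h and 0.243 from 9 to 24 h. The 3 lists at 0.5, 2 and 4 h had r of at least 0.931 and rho of at least 0.858 among each other under all these settings.

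Centring on the 8 regions in all lists gave 3 lower peaks from 0 to 0.5 h, 3 higher from 0.5 to 2 h, 1 higher and 25 lower from 2 to 4 h and 9 higher from 4 to 9 h. The cause was not tested. With a score of at least 3 there were 640 regions, 346 in 1 list and 2 in all lists. In time order, the share outside genes was 11.4, 9.85, 9.27, 9.43, 10.7 and 10.8% for peaks in 1 list, 44.7, 27.6, 29.3, 30.9, 42.7 and 23.6% for peaks in 2 or more lists, and 92.3, 31.9, 40.8, 42.4, 85.0 and 80.0% for a score of at least 5.

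The ratio of mean scores to 0 h, the smallest fold from counting error, scores minus 1, the time point of the highest score and both windows at gene starts were not run, since the scores have no established common scale and the annotation was used without strand. The depth of each single library is unknown, so how far it sets the length of each list cannot be judged here.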

Other observations

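All tests in this part were chosen after the result was seen. No biological explanation was tested against replicates, since each time point has 1 library.

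The list at 0.5 h held 641 peaks. That is higher than the number quoted from the study above, which was counted after a limit on the distance to transcription start sites that was not applied here. The list at 0 h held 286 peaks. That is higher than the number quoted from the study above, which required a minimum enrichment in another measure than the score.

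Peaks called in 1 list crowded toward the start of the chromosome, where dnaA lies, at 2 and 4 h. At 2 h 75.4% of them lay in the nearest 50%, and from the nearest to the farthest 25% their number fell from 121 over 66 and 37 to 24. Both arms showed it, with 72.6% and 78.2% in the nearest 50% of each arm. Peaks of 2 or more lists leaned the same way, with 58.6% at 2 h, 60.5% at 4 h, 66.4% at 9 h and 60.4% (50.9 to 69.2) at 24 h, so the pattern was not confined to peaks of 1 list. The sequence or annotation of the chromosome as the whole cause is argued against by 49.0% at 0 h on the same genome. Of these peaks at 2 h, 7.49% (4.51 to 12.2) lay outside genes, beside 28.0% for peaks of 2 or more lists in the same part of the chromosome. Over the whole chromosome, peaks of 2 or more lists at 2 h lay outside genes in 29.3%, and with a score under 3 in 18.4% (12.1 to 27.0). Part of the gap thus goes with the score. Peaks of 1 list with a score under 3 lay there in 7.21% (4.42 to 11.6), so a gap remained. At 4 h, 8.72% (5.17 to 14.4) of the peaks of 1 list in the nearest 50% lay outside genes. For peaks of 2 or more lists there it was 28.6% (22.7 to 35.3). With a score under 3 the intervals at 4 h overlapped, with 20.0% (13.2 to 29.1) and 10.0% (6.42 to 15.3), which does not show that the shares are equal. At 2 h the remaining gap argues against sites of the kind found in 2 or more lists as the whole cause. At 4 h, and as part of the cause, such sites stay open. A candidate explanation is the higher copy number of DNA around the replication origin in growing cells, which raises the coverage there and could lift more background maxima over the calling threshold. The even spread of peaks of 1 list at 24 h (50.5%), in stationary phase, goes with it. The 60.4% (50.9 to 69.2) for peaks of 2 or more lists at 24 h goes the other way. These peaks were chosen by partners in other lists, and whether that moves their share was not tested. The study estimated a low share of false calls (false discovery rate) in each sample, which speaks against many lifted background maxima. Without the read coverage the copy number stays open as an explanation, as do differences in depth. The same pattern bears on the length of the list at 2 h. Unfiltered, this list held 644 peaks beside 641 at 0.5 h, whereas the study ranked 0.5 h highest. In the distant 50% of the chromosome the list at 2 h held 225 peaks, fewer than the 296 at 0.5 h. Its place as the longest unfiltered list therefore rested on peaks near the start.

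Peaks called in 1 list lay outside genes in 10.2% of cases, slightly under the 12.3% of random rotations, of which 95% gave 10.7 to 14.0%. With a score under 3 the share was 9.34% of 1135 (7.78 to 11.2). Of the 290 regions in 2 or more lists with any score under 3, 20.7% (16.4 to 25.7) lay outside genes, but of the 95 with all scores under 3 it was 14.7% (8.99 to 23.2), which overlaps the interval for 1 list. Within every list, peaks with a score under 3 lay outside genes more often when called in 2 or more lists. Intervals were apart at 0 h, with 28.0% (17.5 to 41.7) beside 11.2% (7.46 to 16.6) for 1 list. They were also apart at 2 h (18.4% beside 7.21%) and 9 h (27.0% beside 7.88%), and overlapped at 0.5, 4 and 24 h. At 0, 2 and 9 h this argues against the score in the same list as the whole cause. Low scores in all lists stay open, as the 95 regions are too few to decide. Another candidate explanation is that many of the peaks of 1 list are calls from uneven background coverage. The low false discovery rate that the study estimated for its calls speaks against this. The study also saw none of the enriched peaks it counted before hemin addition in an input control. The coverage needed to decide was not used here. Weak binding of HrrA inside genes at single time points stays open and could not be tested without replicates.

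Of the 30 regions called at 24 h and in at least 3 other lists, 4 lay within 1 kb of an rRNA gene, beside a mean of 0.40 in random rotations. In 10 of 10000 rotations there were as many. These regions were picked after their place beside rRNA genes was seen, so this number is no independent test and chance placement stays open. Of the 42 regions called in 4 or more lists but not at 24 h, 2 lay there, beside a mean of 0.55, and 1067 rotations gave as many. The whole list at 24 h had 7 such peaks beside a mean of 3.97, and 1141 rotations gave as many. A link between calls at 24 h and rRNA genes was thus not shown. No list had a maximum inside the 18 rRNA genes, where rotation placed 2.43 to 5.52 per list. Among the regions in 4 or more lists, those still called at 24 h had a median score of 4.4 within the list at 0.5 h (22 regions). Those not called at 24 h had 48.5 (41 regions). These medians do not cover regions in fewer lists. The groups were also chosen unequally. Regions with a call at 24 h needed 3 of the other lists and those without it needed 4, so part of the gap may be built in. In the whole list at 0.5 h, with a median score of 3.4, 17 of the 34 peaks with a partner at 24 h scored under 3. Uneven coverage beside repeated rRNA genes, where reads may be left unmapped, cannot be told apart from binding of HrrA at these 4 regions, because the coverage was not used here.

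Peak intervals were narrower at 2 h. In the 227 regions called at 0.5, 2 and 4 h the median width was 297 bp at 0.5 h, 258 bp at 2 h and 305 bp at 4 h. A different set of peaks is argued against, since 89.0% of these same regions were narrower at 2 h than at 0.5 h. Shorter DNA fragments in the library at 2 h, or another kernel width in its peak calling, may underlie this but cannot be told apart from each other without the reads.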
